A study of Arabidopsis thaliana with 134 samples.

How the data were processed

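RNA-seq was performed on whole Arabidopsis thaliana seedlings of 2 parental accessions, Tnz-1 and Ws-2, and of their recombinant inbred lines (RILs), which are inbred progeny that each carry a fixed mosaic of the parental genomes. The labels write a RIL as the letters WT and a number. These were read as RILs because the series text names only parents and RILs, and the number was taken as the line. Per the labels' protocols, about 50 seeds per cluster were sown on MS medium with 3% sucrose, kept for 4 days at stratification, and grown at 22 °C in days of 8 h light and 16 h dark. Seedlings were sampled at 12 days at zeitgeber time (ZT) 10 h, either 2 h after lights-off at ZT 8 h or after 2 h of extended light. The dark plants and the light plants stood in 2 different cabinets, so an effect of the light and an effect of the cabinet cannot be told apart in any comparison of the treatments.

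Per the labels' protocols, total RNA was isolated with a Qiagen RNeasy kit, treated with Turbo DNA-free, and made into directional poly(A) libraries with NEBNext Ultra II reagents. The aligner, the quantification tool, the genome build and the annotation are not stated, so no coordinates are given. The authors deposited 1 table of TPM, a length- and depth-scaled transcript abundance, for 28775 genes in 134 libraries, rounded to 2 decimals. Each deposited TPM column summed to 1000000 within rounding. TPM keeps no read total, so the depth per library is unknown and no interval based on read counts is given. A value of 0 is reported only as listed at 0, because genes that every cell uses were also listed at 0 in some libraries. Gene names came from the TAIR10.1 reference annotation, which held 28009 of the 28775 identifiers (97.3%). Coding sequences came from the same assembly, and neighbours were taken in the order of the locus numbers. Among 77 genes of the text with a coding sequence there, 10 had another coding sequence with at least 80% identity over at least 50% of their length and 0 had one with at least 95% identity. How the authors treated reads shared between such copies is not stated, so the values of these 10 genes are less certain. They were TPS8, TPS9, EXPA10, GRP-3, PHYB, PHYD, RVE4, SESA3, AT3G05560 and AT5G56670.

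The groups held 65 RIL libraries from the dark, 65 from extended light, and 1 library per parent and condition. No 2 libraries held identical values. The line numbers pair the dark and the light library of a line, because both come from the same inbred line by label. As a check, the deviations of the 2 libraries of a line from their group means were correlated over genes, with r from 0.492 to 0.886 and a median of 0.772, against a median of -0.02 between different lines. By this measure the light library of the same line was the best match in 58 of 65 lines, and that of another line in the rest.

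All tests used log2(TPM + 1) with a pseudocount of 1, so that a log2 change is on the log2(TPM + 1) scale and understates the change of low genes. Genes with a mean TPM of at least 1 over the 130 RIL libraries were tested, which left 18111 genes. The light response was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend) and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 with an absolute log2 change of at least 1. The effect of the line was tested with limma's moderated F-test with the treatment in the model, and its size was the intraclass correlation (ICC) between the dark and light library of a line. The spread between lines was tested with limma on the absolute deviation from the median of the group. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with an estimated correlation beside it. The parents had no replicates and were described without a test. The size of a line's response was the slope through the origin of its log2 changes on the mean log2 changes of the other lines over the called genes. Correlations over lines were tested with two-sided permutation tests of 100000 resamples.

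The gene lists (clock, 24 genes; light-induced, 16; dark-induced, 11; photoreceptors and PIF-related, 13), the tests and the alternatives were fixed before the data were examined. The rule for other named genes was fixed then too. It took, for each genome-wide result, the 3 genes with the largest effect in each direction that passed the threshold at a mean TPM of at least 5, and for the light response also changed the same way in at least 60 of 65 lines. Of the 64 list genes, 59 were tested. LHY, RVE8, FT, ELIP2 and PIL1 had a mean TPM below 1 and were left out. The reference did not pair 2 list genes with the intended names, so they are given as AT5G52660 and AT3G15450.

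On simulated data for 18111 genes with 200 changed genes, the light test recovered 195 with 0 false calls, and with the line as a block 194 with 0 false calls. The line test recovered 200 with 11 false calls and the spread test 185 with 7 false calls. The simulated noise was independent between libraries, and the light simulation held no line effect. It therefore cannot show what leaving out the line costs. In the real data, 11148 genes passed the adjusted p without the line and 13908 with the line as a block. The alternatives were a pseudocount of 0.1, median-of-ratios size factors (from 0.812 to 1.14 over libraries), no filter, a mean TPM of at least 5, quantile normalization, the line as a replicate block, other thresholds, eBayes without the trend, a principal component of the residuals, and squared deviations. After the data had been seen, analyses within 4 ranges of the line numbers, without near-identical lines, and of genes without a parental difference were added. The marker set, the limit for near-identical lines, and the rule that a gap of 0.2 of the range marks separate clusters, applied again inside each cluster, were also chosen then. Gaps that part only a few lines from the rest, as in both LKP2 clusters, were not counted. Marker calls used 911 genes with a parental difference of at least 3 log2 units in both conditions, each library being called Tnz-1-like or Ws-2-like by the midpoint of the parents. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0 were used.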

Results

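The transcriptomes of 65 recombinant inbred lines (RILs) from Tnz-1 and Ws-2 and of both parents were measured at ZT 10 h, in the dark or after 2 h of extended light. Each line and each parent contributed 1 library per condition, which gave 134 libraries. The read depth was unknown, because only TPM values were used here. As a stand-in for sensitivity, 8743 ± 392 genes (SD, n = 65) of 28775 were listed at 0 in the dark RIL libraries and 8603 ± 434 (SD, n = 65) in the light RIL libraries. The 10 most abundant genes held 7.49% ± 0.623 (SD, n = 65) of the TPM in the dark and 7.87% ± 0.993 (SD, n = 65) in the light. The parental libraries listed 8844 (Tnz-1, dark), 9090 (Tnz-1, light), 8105 (Ws-2, dark) and 8266 (Ws-2, light) genes at 0. Dark and light plants were kept in different cabinets, so the light effect below includes any difference between the cabinets.

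To ask which genes responded to the longer day, RIL libraries from extended light were compared with those from the dark. Of 18111 tested genes, 993 passed an adjusted p of 0.05 (limma) with an absolute log2 change of at least 1, of which 481 were higher and 512 lower in the light. At the adjusted p alone, 11148 genes passed. Most of these changed by less than 1 log2 unit, and the count moved most with the effect threshold, to 3375 genes at an absolute log2 change of at least 0.5. Among the 993 genes, 912 changed the same way in at least 60 of 65 lines and 596 in every line. Among genes with a mean TPM of at least 5 that changed the same way in at least 60 lines, the 3 largest increases were in IAGLU (AT4G15550), AT1G60590 and EXPA10 (AT1G26770). IAGLU rose from 12.2 ± 3.95 TPM to 147.7 ± 51.6 TPM (SD, n = 65 each), a log2 change of 3.47 (SE 0.0827, adjusted p 1.41e-74, limma), in 65 of 65 lines. AT1G60590 and EXPA10 rose by 3.30 and 3.27 log2 units, each in 65 of 65 lines. EXPA10 has a copy with 81.5% identity, which makes its value less certain. The 3 largest decreases were in AT2G44130, MIOX2 (AT2G19800) and ASN1 (AT3G47340). AT2G44130 dropped from 45.9 ± 21.2 TPM (SD, n = 65) to a mean of 0.683 TPM, a log2 change of -5.04 (SE 0.161, adjusted p 5.49e-60, limma), in 64 of 65 lines. MIOX2 and ASN1 changed by -4.74 and -4.46 log2 units, each in 65 of 65 lines. When lines were taken in 4 ranges of their numbers (1 to 19, 21 to 39, 40 to 57 and 58 to 78), 1375, 1040, 837 and 1012 genes passed both thresholds, of which 891, 868, 688 and 880 were among the 993.

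Lists of clock, light-induced, dark-induced, and photoreceptor and PIF-related genes were then examined in the same comparison. Of the 59 tested list genes, 52 passed an adjusted p of 0.05 over all genes tested, and 52 passed when adjusted over the list alone. Both thresholds were passed by 27, of which 17 were higher and 10 lower in the light. With the line as a replicate block, 55 passed the adjusted p.

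Among 21 clock genes, 16 passed the adjusted p and 6 also the effect threshold. GI (AT1G22770) rose from 11.3 ± 3.19 TPM to 48.4 ± 15.5 TPM (SD, n = 65 each), a log2 change of 1.98 (SE 0.0763, adjusted p 2.49e-51, limma), in 65 of 65 lines. ELF4, CDF1, LNK1 and FKF1 rose by 1.86, 1.83, 1.30 and 1.24 log2 units. CHE (AT5G08330) changed by -1.40 log2 units (SE 0.123, adjusted p 3.39e-20, limma), in 65 of 65 lines. TOC1 (0.06 log2 units), CCA1 (0.10), LUX (0.04), LNK2 (-0.07) and LKP2 (-0.30) did not pass the adjusted p. With the line as a replicate block, TOC1 and LKP2 did. LKP2 differed strongly between lines (ICC 0.971) but changed the same way in 61 of 65. Its adjusted p was 0.108 without the block and 3.51e-15 with it (limma). The direction of LUX changed sign after median-of-ratios scaling. As a set, the clock list was higher in the light by camera with an adjusted p of 0.0493 over 4 lists. This did not hold with the line as a replicate block (adjusted p 0.315) or with an estimated correlation (p 0.141), while fry gave 9.13e-34.

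All 15 tested light-induced genes passed the adjusted p, 14 of them upward, and 10 rose by at least 1 log2 unit. NIA1 (AT1G77760) rose most, from 72.3 ± 40.8 TPM to 514.3 ± 273.2 TPM (SD, n = 65 each), a log2 change of 2.81 (SE 0.14, adjusted p 4.21e-40, limma), in 65 of 65 lines. RUP1 was the exception, with a log2 change of -0.80 in 54 of 65 lines. Of the 11 dark-induced genes, 10 passed the adjusted p, all downward, and 8 fell by at least 1 log2 unit. DIN1 (AT4G35770) fell from 2213 ± 635.9 TPM to 244.2 ± 213.9 TPM (SD, n = 65 each), a log2 change of -3.68 (SE 0.178, adjusted p 2.51e-41, limma), in 64 of 65 lines. DIN9 did not pass, with a log2 change of -0.18, but did with the line as a replicate block and after median-of-ratios scaling. By camera, the light-induced list was higher (adjusted p 7.44e-08) and the dark-induced list lower (adjusted p 1.69e-09) in the light, and both held under fry and under an estimated correlation (p 0.000138 and p 0.00855). The 12 photoreceptor and PIF-related genes went both ways, with a camera adjusted p of 0.737 and a fry p of 0.0239. PIF7 and PIF3 rose by 1.35 and 1.18 log2 units, and PIF4 changed by -1.06, each in 65 of 65 lines. PIF1 did not pass the adjusted p, and its log2 change of 0.03 changed sign after median-of-ratios scaling.

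**Figure D1:**
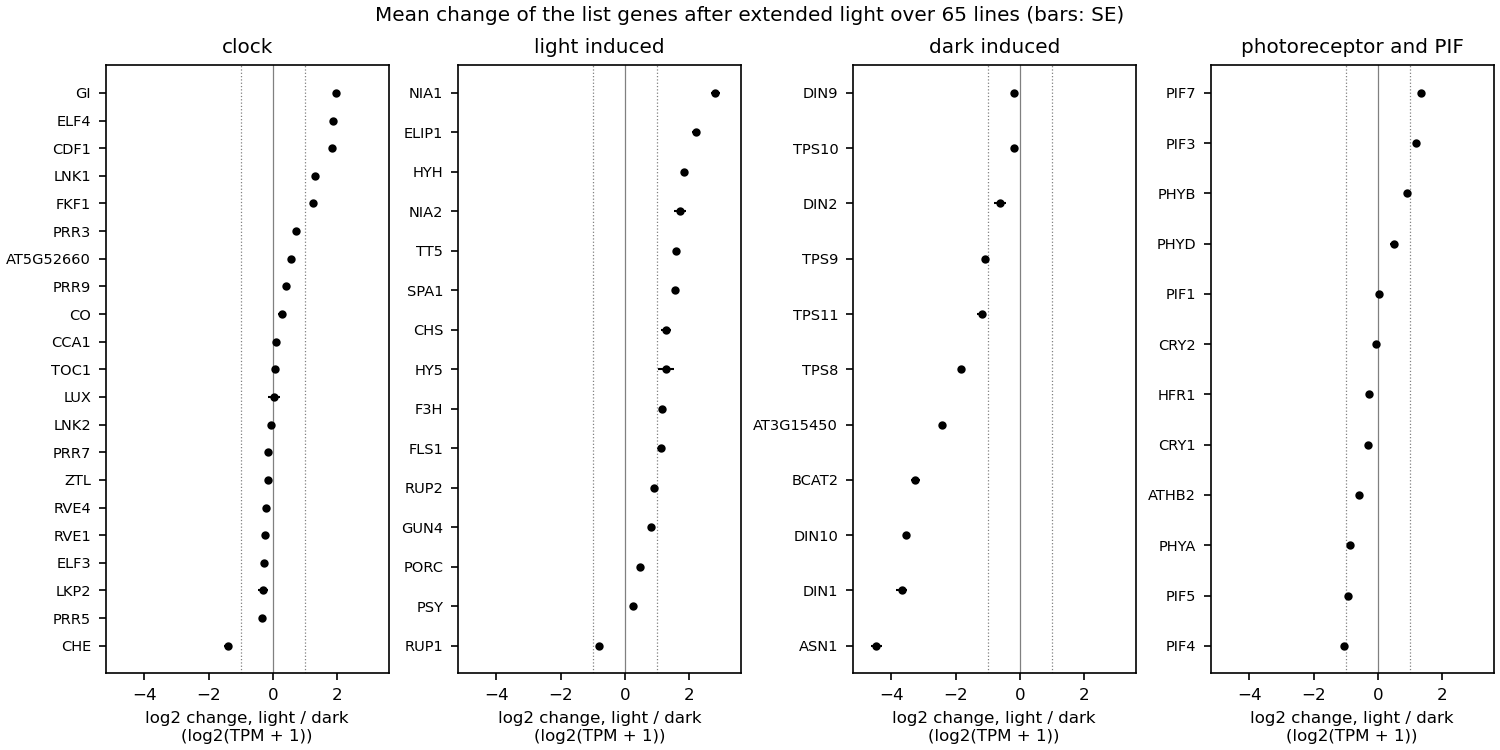
Log2 change on the log2(TPM + 1) scale after extended light (horizontal axis) of each of the 59 tested list genes, in 4 panels by list. Points are means over 65 lines with the SE from limma as bars, dotted lines mark a change of 1 log2 unit, and the dark-induced genes reach from -4.46 for ASN1 to -0.18 for DIN9.

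To ask how far expression differed between lines irrespective of the treatment, the line was tested over all 130 RIL libraries. A line effect was found for 15188 of 18111 genes (83.9%, adjusted p under 0.05, moderated F-test of limma). The median ICC was 0.49, and 3602 genes had an ICC above 0.8. Among the alternatives tried, dropping the filter moved the share most, to 69.7% of 24228 genes. Within the 4 ranges of line numbers the count was 15040. The 3 genes with the highest ICC were AT2G14880 (0.998), AT1G67350 (0.997) and AT2G24020 (0.997). All 3 were listed at 0 in both libraries of one parent. Of the 59 list genes, 47 had a line effect. In the dark-induced list 4 of 11 had one and 6 had an ICC below 0, among them DIN1 (-0.155) and ASN1 (-0.174).

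Because the series concerns how alike a population is in its timing, the spread between lines was compared between dark and light. Each line gave 1 library per condition at 1 time point. This spread therefore also holds any variation between single libraries, and it does not measure timing. The absolute deviation from the group median differed for 324 genes (limma, adjusted p under 0.05), of which 116 varied more and 208 less in the light. With the line as a replicate block the count was 1262. When deviations were taken from the median of each range of line numbers, it was 124, of which 42 varied more and 82 less in the light. Among genes with a mean TPM of at least 5, the largest increases were in DIN1, AT1G73120 and AT2G20670. The mean absolute deviation of DIN1 was 0.368 log2 units in the dark and 1.11 in the light (difference 0.74, SE 0.107, adjusted p 3.21e-06, limma, n = 65 lines each). The difference was 0.45 within the ranges of line numbers. AT1G73120 and AT2G20670 differed by 0.68 and 0.55. The largest decreases were in PHI-1 (-1.51, AT1G35140), AT4G26290 (-1.39) and AT3G57157 (-1.25). For AT4G26290 and AT3G57157 the median was listed at 0 in both groups, so the deviation is the value itself and the difference equals the change in the mean. This held for 6 of the 324 genes. AT3G57157 did not pass the adjusted p within the ranges of line numbers or without near-identical lines, and PHI-1 did not pass with a pseudocount of 0.1. Of the list genes 8 differed in spread over all genes tested, and 10 when adjusted over the list alone. DIN1, ASN1, DIN10 and AT3G15450 varied more in the light and also passed within the ranges of line numbers. CRY1 and CRY2 (more in the light) and TT5 and PHYA (less in the light) did not pass within them. None of the 21 clock genes passed in either adjustment. With the line as a replicate block, 11 list genes passed, among them the clock gene ZTL (-0.07, less in the light).

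**Figure D2:**
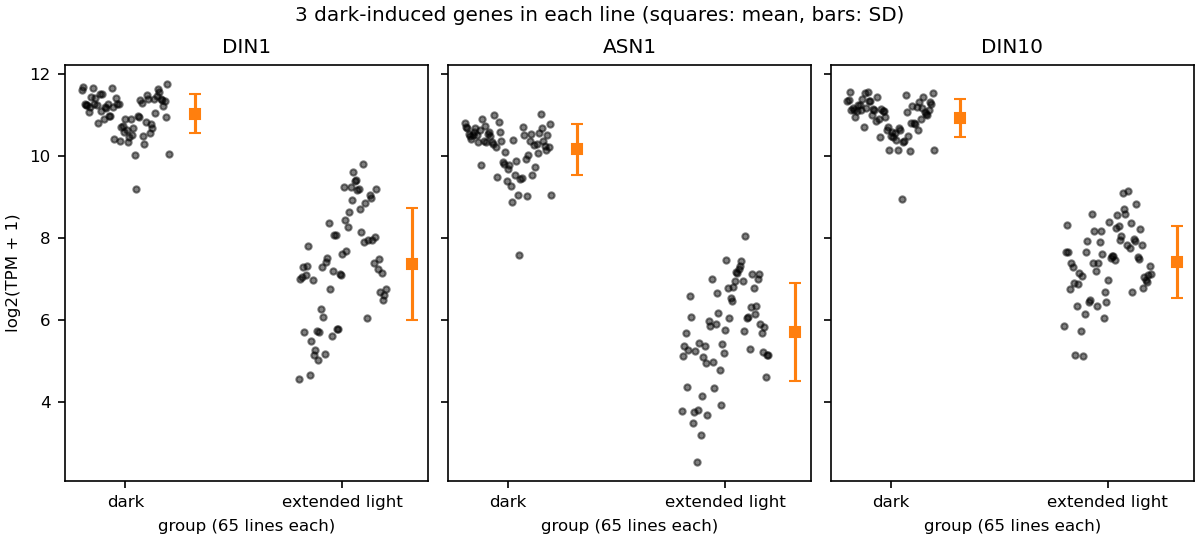
Expression as log2(TPM + 1) (vertical axis) of DIN1, ASN1 and DIN10 in the dark and the extended-light library of each of 65 lines (points, ordered from left to right by line number within a group). Squares are means and bars the SD, which for DIN1 was 0.479 in the dark and 1.36 in the light.

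The response of each parent was set beside that of the RILs. Each parental group was 1 library, so no test was made. Over the 993 called genes, Tnz-1 changed in the direction of the RIL mean for 891 (89.7%, Wilson 95% interval 87.7% to 91.5%) and Ws-2 for 978 (98.5%, 97.5% to 99.1%). These intervals treat genes as independent, which they are not, and hold no biological error. The pseudocount moved the shares most, to 85.3% and 95.6% at 0.1. The slope on the RIL mean change was 0.651 for Tnz-1 and 1.08 for Ws-2. The share of Tnz-1-like marker calls was 26.5% ± 14.2 (SD, n = 65) over the lines. The RIL mean and the genes called from it therefore lean toward Ws-2, and the closer match of Ws-2 can be partly built in. Only 1 of 65 lines had a slope below that of Tnz-1. In the dark library of Tnz-1, DIN1 was at 104.8 TPM and ASN1 at 70.1 TPM, against 1262 TPM and 625.3 TPM in that of Ws-2. As log2(TPM + 1), DIN1, ASN1 and DIN10 were at 6.73, 6.15 and 8.25 in this Tnz-1 library. All dark RIL libraries were higher, with the lowest values in line 48 (9.19, 7.58 and 8.96). An unusual dark library and a property of Tnz-1 cannot be told apart here. In the light libraries, DIN1 was at 34.5 TPM in Tnz-1 and 40.9 TPM in Ws-2, and ASN1 was at 14.11 TPM in Tnz-1 and 8.39 TPM in Ws-2. For 14 of the 59 list genes the parents changed in opposite directions. TPS11 was the only one of these past both thresholds in the RILs, with a change of 0.32 in Tnz-1 and -1.19 in Ws-2 on the log2 scale.

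The slope of each line on the mean of the other 64 lines measured the size of its response. It ranged from 0.604 (line 48) to 1.23 (line 18), with a median of 1.01 and an SD of 0.123 over 65 lines. Both extremes had a near-identical line by marker calls in another range of line numbers. Line 58 (98.6% equal to line 48) had a slope of 0.939, and line 57 (98.1% equal to line 18) had 1.01. Lines 1 and 11 (97.4% equal, in the same range) had 1.21 and 1.13. The range of slopes therefore cannot be read as differences in genotype alone. Median-of-ratios scaling moved the lowest slope to 0.589. No line had a reversed response, as the called genes changed in the common direction for 84.9% to 99.5% of genes per line. The slope varied with the line number. It was 1.11 ± 0.0724 (SD, n = 17) for lines 1 to 19, 1.01 ± 0.0796 (SD, n = 16) for lines 21 to 39, 0.862 ± 0.1 (SD, n = 16) for lines 40 to 57, and 0.998 ± 0.0889 (SD, n = 16) for lines 58 to 78.

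**Figure D3:**
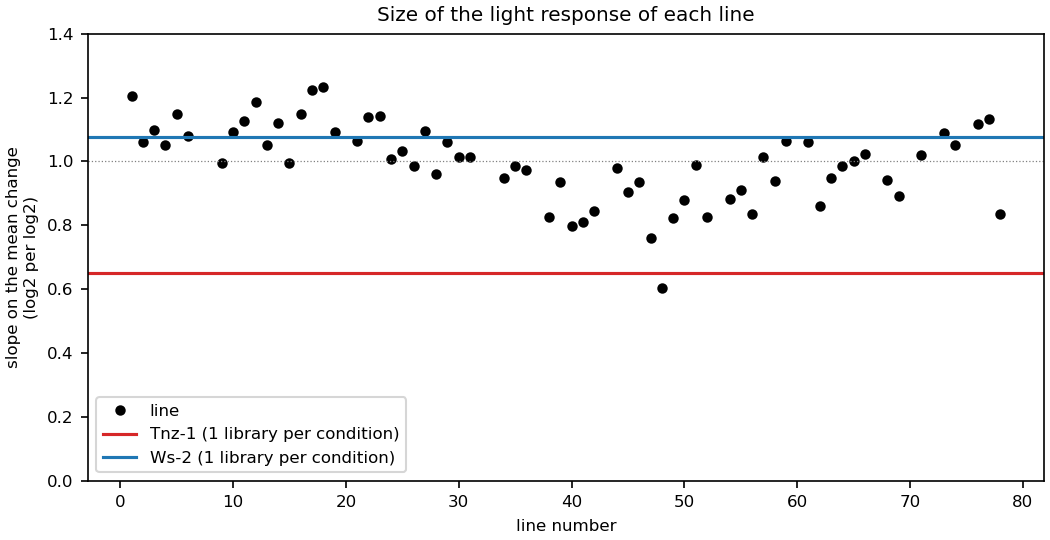
Slope of the light response over the 993 called genes (vertical axis, log2 change per log2 mean change) against the line number (horizontal axis). Points are single lines, coloured lines mark Tnz-1 (0.651) and Ws-2 (1.08) from 1 library per condition each, and lines 40 to 57 lie lowest on average, at 0.862.

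Genes that differed between the parents were followed into the lines. With an absolute log2 difference of at least 1 and the same sign in both conditions, 3964 of 18111 genes (21.9%) differed, 1292 higher in Tnz-1 and 2672 higher in Ws-2. These differences had no replicates, and at an absolute log2 difference of at least 2 the count was 1845. Genes were filtered on their mean over the RILs, which averaged 26.5% Tnz-1-like marker calls. Genes expressed mainly from the Tnz-1 allele can thus be left out more often, and the counts toward each parent are not like for like. Of the 3964 genes, 97.8% had a line effect in the RILs. In 10000 random lists matched on mean expression the share was between 80.8% and 85.2%. The median ICC of the 3964 genes was 0.897, against 0.417 for the other genes. The largest differences toward Tnz-1 were in SESA3 (AT4G27160), PSRP6 (AT5G17870) and CRU2 (AT1G03880). SESA3 was at 2449 and 1851 TPM in the dark and light library of Tnz-1 and at 0.17 and 0.82 TPM in those of Ws-2. PSRP6 was at 978.6 and 1110 TPM in Tnz-1 and listed at 0 in both Ws-2 libraries, and CRU2 was at 665.2 and 416.6 TPM in Tnz-1 and listed at 0 in both Ws-2 libraries. The largest toward Ws-2 were in AT5G56670, GRP-3 (AT2G05520) and AT3G05560. AT5G56670 was at 281.7 and 407.2 TPM in Ws-2 and listed at 0 in both Tnz-1 libraries. GRP-3 was at 2277 and 1847 TPM in Ws-2 and at 8.79 and 0.77 TPM in Tnz-1. AT3G05560 was at 300.3 and 377.9 TPM in Ws-2 and at 0.62 and 0.17 TPM in Tnz-1. SESA3, GRP-3, AT5G56670 and AT3G05560 have copies with at least 80% identity, so their reads can be divided between copies. Among the clock genes, LUX and LKP2 differed between the parents by this criterion, both lower in Tnz-1.

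To ask whether a line that was high for a clock gene in the dark was also high after extended light, each clock gene was correlated between the 2 libraries over 65 lines. The lines fell into separate clusters for LUX and LKP2, so for these no pooled value is given. Of the other 19 genes, 17 were positively correlated by Pearson's r and 16 by Spearman's rho (two-sided permutation tests, 100000 resamples, Benjamini-Hochberg adjusted over the 21 clock genes). Within the ranges of line numbers, 18 of the 19 were by Pearson's r. In single ranges r went below 0 only for CDF1 (from -0.395 to 0.698) and AT5G52660 (from -0.234 to 0.63). CHE had the highest coefficient (r = 0.853, rho = 0.698, n = 65, each with p 1e-05, the smallest the permutations can give, and an adjusted p of 2.63e-05 and 3e-05), and r was 0.835 without the 2 lines farthest from the median. PRR7 had r = 0.671 and rho = 0.566, and ELF4 had r = 0.623 and rho = 0.684, with the same smallest p. GI had r = 0.49 (permutation p 4e-05, adjusted 9.33e-05) and rho = 0.495 (permutation p 4e-05, adjusted 0.000105), and r = 0.516 without the 2 farthest lines. RVE4 had r = 0.344 (permutation p 0.005, adjusted 0.007) and rho = 0.219 (permutation p 0.0801, adjusted 0.0885), and r fell to 0.162 without the 2 farthest lines, so its relation over all lines rests on them. Within the ranges of line numbers r was 0.422 (permutation p 0.00161, adjusted 0.00225), and after median-of-ratios scaling rho was 0.259 (permutation p 0.038, adjusted 0.0436). RVE4 also has a copy with 80.8% identity, which makes its value less certain. ELF3 did not pass over all lines (r = 0.0281, permutation p 0.823, adjusted 0.823; rho = 0.0245, permutation p 0.845) or within the ranges of line numbers (r = 0.247, permutation p 0.0561, from 0.164 to 0.383 per range). RVE1 did not pass over all lines (r = 0.175, permutation p 0.163, adjusted 0.172; rho = 0.1, permutation p 0.426) but did within the ranges of line numbers (r = 0.383, permutation p 0.00223, adjusted 0.00284). After removal of the first principal component of the residuals, 16 of the 19 passed by Pearson's r and 13 by Spearman's rho. CCA1 did not pass (r = 0.226), ELF3 changed sign (r = -0.025), and CHE (r = 0.628) was below PRR7 (r = 0.663).

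For LUX, 11 lines formed a lower cluster and 54 a higher one. In the dark these were at 2.93 ± 0.687 (SD, n = 11) and 5.52 ± 0.297 (SD, n = 54) on the log2(TPM + 1) scale. The lower cluster parted again, with a gap of 0.394 of its range, so for it no pooled value is given. Within its lower part the relation was not significant (r = 0.319, permutation p 0.497, rho = 0.314, permutation p 0.562, n = 6), and too few lines are left to leave 2 out. Its higher part held 5 lines, too few to test. Dark and light values were correlated within the higher cluster (r = 0.474, permutation p 0.00027, rho = 0.507, permutation p 6e-05, n = 54), with r = 0.441 without the 2 farthest lines. For LKP2, the clusters held 18 and 47 lines. Line 66 of the lower cluster (3.572 in the dark, 3.302 in the light) lay above the rest of it. Lines 36 (4.36 and 4.085) and 55 (4.151 and 4.044) lay below the rest of the higher one. Gaps beside so few lines were not taken as splits, so the pooled values of both clusters include these lines. The relation was not significant in the lower cluster (r = 0.441, permutation p 0.0703, rho = 0.187, permutation p 0.454, n = 18), with r = -0.109 without the 2 farthest lines. In the higher cluster r was 0.523 (permutation p 0.00028, rho = 0.396, permutation p 0.00602, n = 47). Without the 2 farthest lines r fell to 0.234 (permutation p 0.122), so the relation by r rests on them. For rho this was not examined. Adjusted over these 4 tested clusters, the p for r was 0.497 and 0.00056 for LUX and 0.0938 and 0.00056 for LKP2. The adjusted p for rho was 0.562 and 0.00024 for LUX and 0.562 and 0.012 for LKP2.

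**Figure D4:**
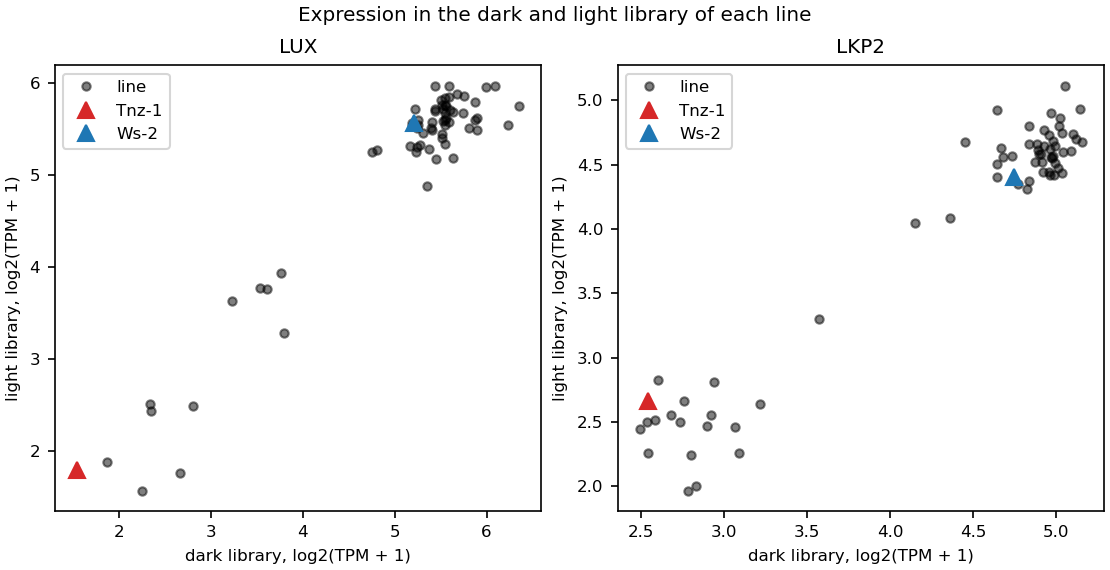
LUX and LKP2 as log2(TPM + 1) in the dark library (horizontal axis) and the light library (vertical axis) of each line (points), with both parents (triangles, 1 library per condition). For LUX 11 lines lie in the lower cluster and 54 in the higher one, and for LKP2 18 and 47.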

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

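The comparison in this part was made after the values were seen. TPS11 (AT2G18700) of the dark-induced list rose by 0.32 log2 units in Tnz-1 and changed by -1.19 in Ws-2, a difference of 1.51 log2 units. It came up because the parents moved in opposite directions for a gene that passed both thresholds in the RILs, where its change was -1.20 (SE 0.145) in 58 of 65 lines. The difference was not tested, since each parent had 1 library per condition. Of the 59 tested list genes, 14 had parents that moved in opposite directions, and in all 14 the direction of Ws-2 was that of the RIL mean. That mean leans toward Ws-2, since the lines averaged 26.5% Tnz-1-like marker calls. In 13 of the 14 genes the change in Tnz-1 was upward, so a shift shared by many genes of 1 Tnz-1 library is not excluded. A difference between the parents stays open as an untested biological explanation, as does any difference between single samples in handling or developmental stage.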

How the results depend on the processing

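Analyses by ranges of the line numbers, without near-identical lines and of genes without a parental difference were chosen after seeing the data, and the others were planned. The number of genes changed by light was 993. It was 3375 (1946 higher, 1429 lower) at an absolute log2 change of at least 0.5. With a pseudocount of 0.1, 740 were higher. The other settings gave from 837 to 1375 genes. Of the 994 genes called with the line as a replicate block, 993 were also called without it. In lines 1 to 19, 762 genes were higher. At the adjusted p alone 9177 genes passed in lines 1 to 19 (17 lines), and 7044, 5871 and 6862 in lines 21 to 39, 40 to 57 and 58 to 78 (16 lines each). For the counts at an effect threshold the cause is the threshold or the pseudocount itself, and for the ranges of line numbers it was not tested.

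The number of genes whose spread differed was the most dependent on the setting. It rose from 324 to 1262 (532 more, 730 less in the light) with the line as a replicate block. It was 525 (233 more in the light) without a filter, where more genes were tested, and 525 (209 more, 316 less) with squared deviations. It was 124 (42 more, 82 less) with deviations from the median of each range of line numbers, which removes drift along those numbers. For the block and the squared deviations, the cause was not tested. Genes with less spread in the light were the larger part under every setting. Of the list genes, 8 differed in spread, 4 did within the ranges of line numbers, and from 8 to 11 under the other settings. Of the clock genes 0 did, and 1 with the line as a replicate block.

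The camera test of the clock list had an adjusted p of 0.0493, which was 0.315 with the line as a replicate block and between 0.0416 and 0.0474 under the other 2 alternatives. The cause was not tested. The replicate block brought 6 gene results past the threshold and left 75 as they were. They were the light response of TOC1 (0.06), LKP2 (-0.30) and DIN9 (-0.18), and the spread of ZTL (-0.07), PSY (-0.06) and PHYB (-0.10). For these light responses the log2 changes were the same with the block, which takes differences between lines out of the error. The spread of PHYB also passed under 4 other settings. The spread of RUP2, at 0.16 without passing, reversed to -0.175 with a pseudocount of 0.1 and passed with squared deviations (0.25). The causes of these changes in spread were not tested. Median-of-ratios scaling reversed LUX to -0.002 and PIF1 to -0.009, neither of them past the adjusted p, and DIN9 passed it. This scaling lowered the median change of all genes from 0.05 to 0.02, and TOC1 from 0.065 to 0.024, so the signs of LUX and PIF1 follow from a shared shift of values near 0. Removing the first principal component reversed the dark and light correlation of ELF3 to -0.025. The cause of that reversal was not tested. Within the ranges of line numbers RVE1 was correlated between dark and light (r = 0.383), which it was not over all lines. Over 103 gene results, 18 changed under some alternative: 8 comparisons lost the threshold, 13 passed it and 4 reversed. The spread of ZTL, PSY, PHYB and RUP2 was included because it passed under some alternative, so the share that changed is not that of all genes.

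The share of calls with the RIL direction was 85.3% in Tnz-1 and 95.6% in Ws-2 with a pseudocount of 0.1. At a parental difference of at least 2 log2 units, 1845 genes differed (538 higher in Tnz-1, 1307 in Ws-2), and at a mean TPM of at least 5, 806 were higher in Tnz-1. Stricter limits lower such counts by construction. Genes with a line effect numbered from 11294 to 16882 over the settings tried. The slope of Tnz-1 was between 0.636 and 0.651, that of Ws-2 between 1.06 and 1.08, and from 16 to 18 of 19 clock genes were correlated by Pearson's r, and from 13 to 17 by Spearman's rho. The depth of the libraries is unknown, so what it limits cannot be stated.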

Other observations

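Tests of neighbouring genes, gene length, the share of genes with copies, clumping in lines other than 47 and 31 and over all lines, storage genes on different chromosomes, and the relation of response slopes to line number, marker share and near-identical pairs were chosen only after the result was seen. Other splits of the libraries were tried for the genome-wide counts. In 1 of 100 ways to swap dark and light within lines, the real one, as many as 993 genes were called. The other 99 gave at most 18. For the spread, 1 of 100 ways to swap the deviations gave as many as 324 genes, and the others at most 1. For the line effect, 1 of 100 pairings of dark with light libraries gave as many as 15188 genes, and the others at most 124. Each swap parted every line, and differed from the real split in which lines were swapped.

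The size of the light response drifted with the line number. Slopes of consecutive lines were correlated at 0.611 (one-sided permutation p 1e-05, the smallest the permutations can give). A batch in the order of the numbers is a candidate explanation. The labels give no batch, harvest order or date. The share of Tnz-1-like marker calls was also related to the slope, with r = -0.54 and rho = -0.553 over 65 lines (each permutation p 1e-05, adjusted 4e-05 over 4 measures), and r = -0.521 without the 2 farthest lines. Within ranges of the line numbers r was -0.332 (permutation p 0.00833, adjusted 0.0333) and rho was -0.322 (permutation p 0.011, adjusted 0.0439), and r per range was -0.071, -0.782, -0.386 and -0.0926, so that the relation rests largely on lines 21 to 39. Genotype as the main source cannot be told apart from the other sources. In 8 pairs of lines with at least 95% equal marker calls the slopes differed by 0.138 on average, against 0.139 in random pairs (one-sided permutation p 0.51), but several pairs lie in different ranges of line numbers. After the mean of each range was taken off, the difference was 0.0681, against 0.0944 in random pairs (one-sided permutation p 0.135). No relation of the seed storage score with the slope was found (r = -0.113 within ranges, permutation p 0.401). Per range r was -0.0245, -0.498, -0.000317 and 0.0292, so a relation in lines 21 to 39 is not excluded and seed material cannot be told apart. For the number of genes listed at 0 in the dark library, r within ranges was 0.222 (permutation p 0.0756, adjusted 0.151) but rho was 0.29 (adjusted p 0.0479). For the light library no relation was found within ranges (r = 0.108, permutation p 0.446, rho = 0.168, adjusted p 0.246). Over all lines r was 0.167 for the dark library and -0.198 for the light library, neither significant (permutation p 0.183 and 0.113). A part of detection depth cannot be told apart from the other sources, because r and rho disagree for the dark library. A batch along the line numbers and an effect of genotype both stay open, as hypotheses.

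Large parental differences, of at least 4 log2 units in both conditions, were found for 449 genes. They may reflect segregating alleles at or near the gene. Among 443 neighbouring pairs of them, the parent-signed correlation over lines had a median of 0.9, against 0.061 between chromosomes and at most 0.125 in 10000 shuffled orders. That does not tell a real difference in transcript level from a difference in how well the 2 alleles were quantified, since both segregate. Reads moved to a copy as the main source are argued against, since only 26.7% of the 431 genes with a coding sequence had a copy of at least 80% identity on any chromosome, and 15 genes had one of at least 95%. For the genes that have copies, reads moved to a near-identical copy cannot be told apart from other sources. A gene and its copy on another chromosome had a median r of -0.0259 over 51 pairs, but only 4 of these reach 95% identity, and copies on the same chromosome were not part of that test. Families with basic roles in the cell or in photosynthesis (ribosomal proteins, proteasome, photosystems, ATP synthase) were not rarer among these genes. They held 30, against a median of 17 (10 to 25 in the central 95%) in 10000 matched lists. These lists were matched on expression and not on length, so the count cannot be set apart from the lengths below. Alleles of one parent lost in the quantification could give it. Real low alleles are not argued against, since a gene with a copy can do without one allele and copies among the 30 were not examined. Only 7 of the 30 were listed at 0 in one parent. The genes with large differences were also short, with a median coding length of 657 bases against 1128 in matched lists, of which the lowest was 996. A loss of divergent alleles that affects short genes more is a candidate explanation for part of the list. A strain difference in expression stays open for the rest, untested.

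Seed storage transcripts were high in both Tnz-1 libraries. The 11 storage genes summed to 15790 TPM in the dark and 13360 TPM in the light library of Tnz-1, against 438.8 and 252.3 TPM in Ws-2. In RIL libraries the sum had a median of 458.8 TPM and ranged from 1.72 to 17400 TPM. Seed material in the seedling sample is a candidate explanation. Of 10 other seed-maturation genes, listed before the test, 8 were higher in Tnz-1, with a median difference of 4.38 log2 units. Over 65 lines their mean level followed that of the storage genes (r = 0.861, rho = 0.808, each permutation p 1e-05; r = 0.833 without the 2 farthest lines, and from 0.732 to 0.927 within ranges of the line numbers). All 11 storage and all 10 maturation genes had a mean TPM of at least 1 in the RILs, and 5 and 8 of them in Ws-2. The storage sum was above 1000 TPM in 37 of 130 RIL libraries. Alleles at or near each gene are argued against, since storage genes on different chromosomes were correlated over lines with a median r of 0.701 over 37 pairs, against at most 0.0913 in 1000 shuffles. The level was also alike in the dark and light library of a line (r = 0.796, permutation p 1e-05, rho = 0.762). A difference between the parents in seedling development stays open, untested.

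Some lines were nearly alike. At 911 marker genes, 3 of 2080 pairs of lines had at least 97% equal calls (lines 48 and 58, 98.6%; 18 and 57, 98.1%; 1 and 11, 97.4%), and 8 had at least 95%, against a median of 62.1%. Chance similarity of independent lines is argued against for the 3 pairs at 97%, as 0 of 1000 sets of lines reassembled from whole chromosomes of different lines had as many. Pairs between 95% and 97% were not part of that test. Lines 3 and 4, with 2.69% and 1.81% Tnz-1-like calls, can be alike for that reason alone. A shared origin or a repeated line is a possible explanation, and no biological explanation was tested. By marker calls, for 5 lines the light library of another line matched the dark library better than its own did, and 4 of these 5 matches were with lines at least 95% alike. The share of calls equal between the dark and the light library had a median of 97.4% over lines and was lowest in lines 47 (81.6%), 31 (89.7%), 13 (89.8%) and 35 (90.6%). Segments that still segregate within the line would put the disagreeing genes side by side, and are a candidate explanation. Over all 65 lines 253 neighbouring pairs disagreed, against a mean of 138 and at most 178 in 10000 draws that kept the number per line and weighted each marker by how often it disagreed in other lines (one-sided p 0.0001, the smallest the draws can give). With shuffled orders, 6 lines passed at an adjusted p under 0.05. Line 5 had 24 such pairs against a mean of 4.02 (one-sided permutation p 1e-05, the smallest the permutations can give, adjusted 0.00065 over 65 lines), line 66 had 14 against 4.14 (adjusted 0.000975) and line 2 had 17 against 6.75 (adjusted 0.00195). Line 64 had 9 against 2.37 (adjusted 0.00553), line 47 had 46 against 30.4 (adjusted 0.00923) and line 13 had 18 against 9.16 (adjusted 0.0229). Lines 31 (14 against 9.36, adjusted 0.267) and 35 (15 against 7.64, adjusted 0.0536) did not pass. In 38 lines fewer than 1 such pair was expected, so that a single line says little there. Mixed seed would also give such segments, and was not tested apart.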
